A study of Mus musculus with 11 samples.

How the data were processed

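RNA was sequenced from the inguinal mammary glands of 11 mice, 6 with Tsc1 deleted in adipocytes and 5 without the deletion. Per the labels, total RNA was purified with a column kit and made into strand-specific Illumina libraries. The labels' protocol has the glands taken 16 days after delivery from animals on a normal chow diet. The age label reads postnatal day 16.5. The labels do not say outright that the mice were lactating. The labels name no sequencing batch, litter or collection date. Groups and replicate numbers came from the sample titles.

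Each library had a table of transcripts in the layout of the quantifier salmon. Per the file headers, each row of these deposited tables gave a transcript's length, its effective length in bases, its TPM (a transcript abundance scaled to the same total in every library) and its estimated read count. The quantifier's version, its index, its bias options and the genome build were not stated in the labels or the headers. The tables listed 58204 transcripts. For 56929 of them the GENCODE release M21 annotation of the mouse genome GRCm38 has a coding sequence under the same version number, and 94.3% of these had a listed length within 3 bases above the coding length. The index thus appears to have held mostly coding sequences, so that untranslated regions were left out of most transcripts. Of the genes obtained, 21604 are annotated as protein-coding, 555 are of other types with a coding sequence, such as immunoglobulin gene segments, and 37 are annotated as non-coding or as pseudogenes, so that non-coding genes were covered hardly at all. The authors also deposited a table of gene values over the 11 libraries, whose name calls them counts normalized with DESeq2; these values are treated here as a signal on the authors' scale. DESeq2 size factors computed here together with each gene's average transcript length matched 98.7% of the deposited values to within 2% over 12782 genes, against 60.0% without the length factor.

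The deposited estimated counts were summed per gene and rounded to whole numbers. Transcripts were assigned to genes by their identifiers in GENCODE M21, which held 57452 of them, 57008 under the same version number. The 752 unmatched transcripts carried between 0.195% and 0.265% of the reads of a library and were left out. This gave 22196 genes, of which 17503 had at least 1 read. Of the 22379 genes in the authors' table, 190 were not matched to these. Coordinates are from GRCm38 with the M21 annotation. TPM served only for an alternative share of milk protein transcripts, and effective lengths, which the deposited tables give per transcript, only for alternatives that correct for transcript length.

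Depth was between 25817975 and 37894237 estimated reads per library. Genes with low counts were removed with the edgeR function filterByExpr, which left 12716 genes and removed at most 0.0698% of the reads of any library. The main test was edgeR's quasi-likelihood F test with robust estimation on TMM-normalized counts, with genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. A threshold of 0.05 on the adjusted p-value was used throughout. Values per library are CPM, counts scaled to a common library size after TMM scaling. A limit of 3 counts was taken as the most that a count of 0 allows and one of 4.74 counts (95%, one-sided Poisson) as the most that a count of 1 allows, and intervals for a share are 95% Wilson intervals. Reads amplified without molecular identifiers are not independent molecules, so that such intervals and limits cover counting error only.

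In 19 gene lists with 266 different genes, the score of a library was the mean over the tested genes of log2 CPM, with a prior count of 2, after each gene was centred on its mean over the 11 libraries. Scores and shares were compared between genotypes with exact two-sided permutation tests over all 462 splits of the libraries into 6 and 5, whose smallest possible p-value is 0.00433. With 19 lists, a single list at this smallest p-value does not pass the Benjamini-Hochberg threshold. The lists on eicosanoid metabolism, on B and T cells and on smooth muscle were chosen with knowledge of themes of the study, so that they are not independent evidence where the study found those themes in these libraries. Lists, the main tests and most alternatives were fixed before the data were examined. Chosen after seeing the data were DESeq2 with transcript length factors, a set test that allows mixed directions (fry), the removal of trends over GC content or coding length from each library (lowess fits entered as offsets in edgeR), the comparison of correlations within and between genotypes, the count of fully separated genes, and most tests of the closing section, as stated there.

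Genes were named by a rule fixed in advance. It covers Tsc1, the 5 genes with the smallest p-values in each direction among those past the threshold, predicted gene names passed over, and from each list the member with the smallest p-value. Other genes are named with a statement that they were chosen after their values were seen, apart from a few. Csn1s1, Traf1, Cep162, Myh4, Madcam1, Prox1 and Ltbr fall outside the rule and are mentioned without it. They are not counted among the named genes and were not checked for shared words or overlapping genes. To find reads that could be shared with other genes, the 31-base words of 35 named genes were looked up in the transcripts of every other gene. The words came from whole annotated transcripts, untranslated regions included, and so did GC content. The index appears to have held mostly coding sequences, so that shares of words can differ from those of the sequence counted. 5 of the 35 had more than 10% of their words in other genes. Whether counting used the strand is not stated, so that overlapping genes on opposite strands are treated as uncertain. Overlaps were taken between whole genes, introns included, and need not touch the sequence counted.

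The tests were checked on counts simulated from the means, dispersions and library sizes of these libraries, with 200 genes changed. The changed genes were drawn from those with a mean of at least 50 counts, so that recovery of genes with fewer counts was not measured. A single set of counts was simulated at each size of change, with genes independent of one another. At a 2-fold change edgeR recovered 86% of them among 12554 genes tested, and 2.27% of its calls were false. At a 4-fold change it recovered 97.5% among 12571 genes tested, with 6.70% false calls. DESeq2, among 12716 genes, recovered 91% of the changed genes at a 2-fold change with 9.45% false calls, and 100% at a 4-fold change with 17.4% false calls.

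Alternatives covered DESeq2, other scaling factors, the 20 most abundant genes left out of the scaling, other filters, a correction for transcript length, the removal of trends over GC content and over coding length, limma on log2 of the authors' values plus 1 or plus 0.1, voom with sample weights, 1 surrogate variable, other set tests, and each library left out in turn. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.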

Results

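The data are gene expression profiles of the inguinal mammary gland of mice in which the tumour suppressor gene Tsc1 was deleted in fat cells. Tsc1 encodes a subunit of the protein complex that restrains the growth-regulating kinase complex mTORC1. Both groups carried Tsc1 alleles flanked by sites for the recombinase Cre, and the knockout mice also carried a Cre transgene under the control of the adiponectin gene Adipoq, which is active in adipocytes. The comparison asks which transcripts of the whole gland differ when adipocytes lack Tsc1. There were 6 knockout and 5 wild-type libraries, each from a separate sample, all taken at the same postnatal day, 16 days after delivery per the labels' protocol. Depth averaged 31327026 estimated reads ± 4357426 (SD, n = 6) in knockout and 31470976 ± 4365274 (SD, n = 5) in wild-type libraries, and ranged from 25817975 to 37894237 reads.

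Milk protein genes took most of the reads. The 15 genes of the milk protein list held 58.0% ± 3.24 (SD, n = 6) of the counts in knockout and 61.2% ± 2.57 (SD, n = 5) in wild-type libraries, and Csn1s1 alone held 18.8% of the counts on average over the libraries. The difference of -3.18 percentage points was not larger than the spread between libraries (exact permutation test, two-sided, p = 0.117). Leaving out Knockout 1 moved it most, to -2.14 percentage points (exact permutation test, p = 0.214). Among the alternatives that kept all libraries it was the share of the 20 most abundant genes, which was 69.8% ± 2.57 (SD, n = 6) in knockout and 73.3% ± 2.29 (SD, n = 5) in wild-type libraries, a difference of -3.46 percentage points (exact permutation test, two-sided, p = 0.0433). TMM scaling factors averaged 1.07 in knockout and 0.934 in wild-type libraries (exact permutation test, p = 0.0476). Over the 5 library measures compared in this way, which included depth and the number of genes with reads, the adjusted p-values of the milk protein share, the share of the 20 most abundant genes and the scaling factors were 0.195, 0.119 and 0.119, and none passed the threshold.

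Pearson correlations of log2 CPM across genes, which are not independent replicates, ran from 0.945 to 0.979 between libraries of the same genotype and from 0.940 to 0.973 between libraries of different genotypes. The means were 0.963 and 0.958, a small difference that exceeded that of most other splits of the libraries (exact permutation test, one-sided, p = 0.0281). The leading principal component held 24.1% of the variance and the next one 20.1%, and none of the 3 leading components separated the genotypes (exact permutation tests, p = 0.113, 0.242 and 0.0736; adjusted over the 3 components, 0.169, 0.242 and 0.169). Every combination of 2 libraries of one genotype differed by far more than counting noise, with chi-square per degree of freedom between 21.9 and 96.0 over the 25 combinations, so that no 2 of them hold the same reads deposited again. The 11 libraries were counted as separate replicates because the labels name them as separate samples.

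Tsc1 (ENSMUSG00000026812, chromosome 2, 28641228 to 28691167, GRCm38) was not detectably lower in knockout glands. Its mean was 10.1 CPM ± 1.33 (SD, n = 6) in knockout and 10.7 CPM ± 1.11 (SD, n = 5) in wild-type libraries, from 234 to 392 counts per library. The log2 fold change was -0.09 ± 0.11 (SE; edgeR adjusted p = 0.772), and the ranges overlapped, from 8.31 to 11.9 CPM in knockout and from 9.55 to 12.2 CPM in wild-type libraries. The correction for transcript length moved the value most, to -0.16. The whole gland also holds Tsc1 transcripts of cells in which the deletion does not take place, and the estimated counts are sums over the gene and do not separate its exons, so that this value neither supports nor contradicts the sample labels.

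Of 12716 genes tested, 7 passed an adjusted p-value of 0.05 in edgeR, 6 higher and 1 lower in knockout, and 1576 had an unadjusted p-value under 0.05. The common biological coefficient of variation was 24.1%. DESeq2 moved the count most, to 146 genes, 87 higher and 59 lower. It included all 7, and of its 146 genes 142 were tested in edgeR, where all 142 changed in the same direction with an unadjusted p-value under 0.05 and an adjusted p-value of at most 0.283. The count was also sensitive to single libraries, since no gene passed without Knockout 3 or without Knockout 6, against 28 genes without Knockout 2. In all 7 genes every knockout library lay on one side of every wild-type library, which says little further about genes chosen for small p-values in the same comparison. Over all 12716 genes, 168 were separated in this way, where chance gives 0.433% of unchanged genes, or 55.0 genes.

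The 4 genes higher in knockout that the naming rule covers were Zfp949, Dmrt2, Gpx3 and Gsn. Dmrt2 (ENSMUSG00000048138, chromosome 19, 25672411 to 25678991), which encodes a transcription factor, rose from 0.494 CPM ± 0.147 (SD, n = 5) in wild-type to 2.50 CPM ± 0.830 (SD, n = 6) in knockout libraries, a log2 fold change of 2.33 ± 0.30 (SE; edgeR adjusted p = 0.0120), on 10 to 166 counts per library. Gpx3 (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377), the gene of a secreted glutathione peroxidase, averaged 66.8 CPM ± 23.4 (SD, n = 5) in wild-type and 207 CPM ± 39.7 (SD, n = 6) in knockout libraries. Its log2 fold change was 1.63 ± 0.22 (SE; edgeR adjusted p = 0.0150). Gsn (ENSMUSG00000026879, chromosome 2, 35256380 to 35307892), which encodes the actin-binding protein gelsolin, averaged 238 CPM ± 43.3 (SD, n = 5) and 458 CPM ± 60.1 (SD, n = 6), a log2 fold change of 0.94 ± 0.13 (SE; edgeR adjusted p = 0.0150). Neither Dmrt2 nor Gsn shared any 31-base word with another gene's transcripts, and Gpx3 shared 0.552%.

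Zfp949 (ENSMUSG00000032425, chromosome 9, 88548020 to 88571061), a zinc finger gene, averaged 8.19 CPM ± 0.922 (SD, n = 5) in wild-type and 15.5 CPM ± 2.36 (SD, n = 6) in knockout libraries, with a log2 fold change of 0.92 ± 0.12 (SE; edgeR adjusted p = 0.0120). This call depended on how transcripts of different length were combined. With the correction for transcript length its log2 fold change was 0.37 (edgeR adjusted p = 0.751), and over the 15 alternatives that kept all libraries the adjusted p-value ran from 7.79e-09 to 0.777. The gene lower in knockout was Ppm1m (ENSMUSG00000020253, chromosome 9, 106194947 to 106199746), which encodes a protein phosphatase. It averaged 35.6 CPM ± 4.30 (SD, n = 5) in wild-type and 22.9 CPM ± 1.19 (SD, n = 6) in knockout libraries, a log2 fold change of -0.64 ± 0.08 (SE; edgeR adjusted p = 0.0120).

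The other 2 genes past the threshold have only predicted names and fall outside the naming rule, so that they are named here after their values were seen. Gm12248 (ENSMUSG00000086962, chromosome 11, 58063552 to 58093134) had between 7 and 29 counts in each knockout library and 1 count in all wild-type libraries together, in Wild-Type 1. With Wild-Type 1 at its limit of 4.74 counts and the other wild-type libraries at theirs of 3 counts, the gene was at least 5.15-fold higher in knockout (edgeR adjusted p = 0.0120). The source of these few counts is uncertain, since 5.97% of its 31-base words also occur in transcripts of other genes. Gm8113 (ENSMUSG00000089901, chromosome 14, 43925390 to 43933411) averaged 13.6 CPM ± 1.80 (SD, n = 5) in wild-type and 22.7 CPM ± 2.46 (SD, n = 6) in knockout libraries, a log2 fold change of 0.74 ± 0.10 (SE; edgeR adjusted p = 0.0150). It is uncertain which copy its reads came from, since 57.0% of its 31-base words also occur in transcripts of other genes.

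**Figure D1:**
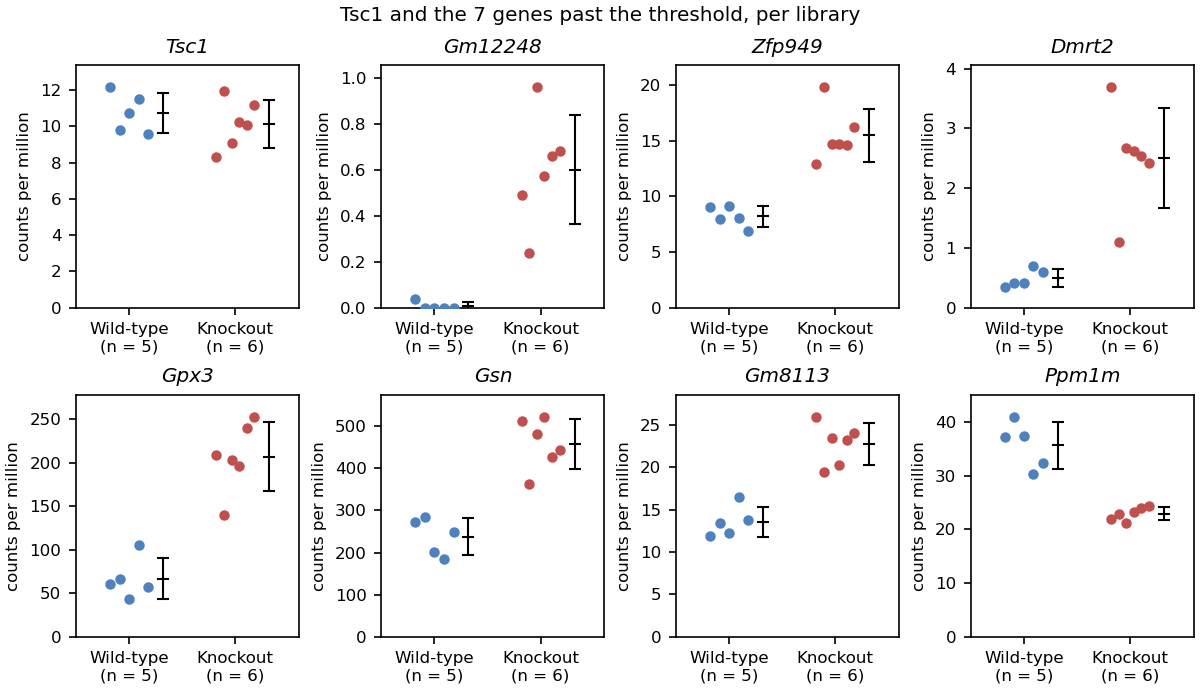
CPM in each library (y axis, linear from 0) for Tsc1 and the 7 genes past the threshold, in 5 wild-type (blue) and 6 knockout (red) libraries, with the mean and SD in black. The genotypes overlap for Tsc1 and are fully separated for the other 7 genes, for example at 43.6 to 106 CPM in wild-type and 140 to 253 CPM in knockout libraries for Gpx3.

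Gene lists fixed in advance asked whether transcripts of particular cell types or pathways differed. Of the 19 lists, 0 passed the threshold after adjustment, and 2 had an exact p-value under 0.05. The adipocyte score was 0.27 higher in knockout on the log2 scale, with SDs of 0.23 (n = 6) in knockout and 0.12 (n = 5) in wild-type libraries (exact permutation test, p = 0.0390, adjusted p = 0.411). The B cell score differed by -2.67, lower in knockout, with SDs of 1.37 (n = 6) and 2.36 (n = 5; exact permutation test, p = 0.0433, adjusted p = 0.411). Knockout 1 scored 1.48 and the other knockout libraries between -2.42 and -1.43. Wild-Type 2, 4 and 5 scored 3.47, 1.76 and 3.88, Wild-Type 3 scored -0.149 and Wild-Type 1 scored -1.67. Libraries with high and with low scores thus occurred in both genotypes. The choice of set test moved the count most. The camera test with a preset correlation of 0.01 between genes called 9 lists, of which 0 held with the correlation estimated from the data and 0 held under fry.

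The remaining lists were compared in the same way. Scores were lower in knockout by a log2 difference of -0.17 for milk proteins (exact p = 0.0736), -0.64 for lymph node stroma (exact p = 0.139), -0.59 for plasma cells (exact p = 0.229), -0.16 for fatty acid and triglyceride synthesis (exact p = 0.234) and -0.97 for T cells (exact p = 0.238). Differences of -0.08 for ATF4 targets (exact p = 0.537), -0.10 for macrophages (exact p = 0.563), -0.11 for blood (exact p = 0.658) and -0.03 for thermogenic adipocytes (exact p = 0.887) were smaller than the spread between libraries. Scores were higher in knockout by 0.36 for luminal epithelium (exact p = 0.108), 0.24 for smooth muscle and myoepithelium (exact p = 0.199), 0.26 for involution (exact p = 0.216), 0.28 for extracellular matrix and fibroblasts (exact p = 0.251) and 0.14 for cholesterol synthesis (exact p = 0.459). The differences were 0.06 for eicosanoid metabolism (exact p = 0.632), 0.04 for endothelium (exact p = 0.740) and 0.52 for skeletal muscle (exact p = 0.753), the last with the widest range over the 11 libraries of all the lists. The skeletal muscle difference rested on single libraries and was -0.39 without Knockout 1, and that of eicosanoid metabolism was -0.06 without Wild-Type 3. Adjusted p-values of these 17 lists lay between 0.434 and 0.887.

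**Figure D2:**
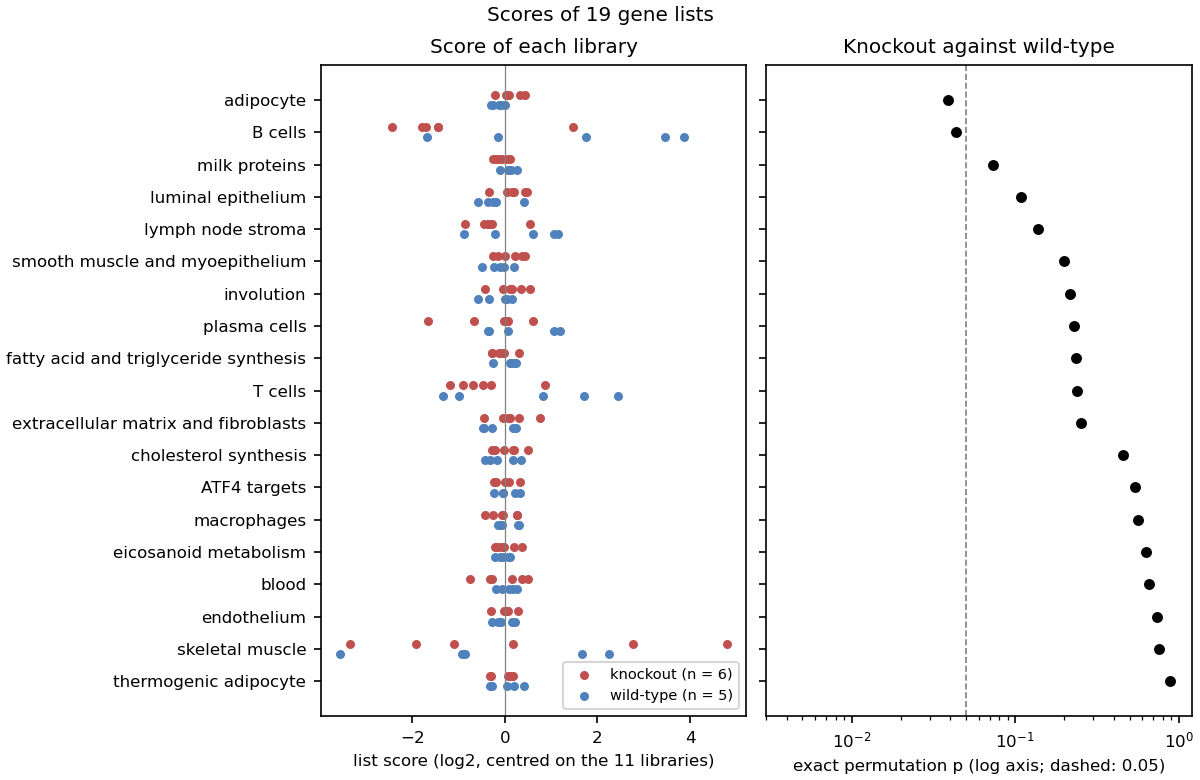
Left, the score of each library for 19 gene lists (x axis, log2, centred on the mean of the 11 libraries), with knockout libraries in red (n = 6) and wild-type libraries in blue (n = 5). Right, the unadjusted exact permutation p-value of each list (log axis, dashed line at 0.05), which is lowest at 0.0390 for adipocyte and 0.0433 for B cells. The skeletal muscle scores spread furthest, from -3.55 to 4.80, with both genotypes at both ends.

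Within the adipocyte list, 14 of 16 genes were higher in knockout, and 6 passed the threshold when adjusted over the list alone, against 0 over all genes tested. The member with the smallest p-value was Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655), with 905 CPM ± 201 (SD, n = 6) in knockout and 527 CPM ± 120 (SD, n = 5) in wild-type libraries, a log2 fold change of 0.78 ± 0.18 (SE; edgeR adjusted p = 0.218 over all genes). The 6 tested genes of the B cell list were all lower and all passed when adjusted over the list alone, against 0 over all genes tested. Its member with the smallest p-value was Cd37 (ENSMUSG00000030798, chromosome 7, 45233632 to 45239115), with 0.962 CPM ± 0.935 (SD, n = 6) in knockout and 6.13 CPM ± 6.32 (SD, n = 5) in wild-type libraries (log2 fold change -2.62 ± 0.87 SE; edgeR adjusted p = 0.313 over all genes). The ranges overlapped, at 0.367 to 2.80 CPM in knockout and 0.490 to 14.5 CPM in wild-type libraries.

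Genes of eicosanoid metabolism, which make and break down lipid mediators derived from arachidonic acid, changed in both directions. Of 14 tested genes, 10 were higher and 4 lower, and 4 passed the threshold when adjusted over the list alone, against 0 over all genes tested. Ptgs1 (ENSMUSG00000047250, chromosome 2, 36230426 to 36252272), the gene of cyclooxygenase 1, averaged 5.53 CPM ± 1.56 (SD, n = 6) in knockout and 15.7 CPM ± 4.68 (SD, n = 5) in wild-type libraries. Its log2 fold change was -1.51 ± 0.25 (SE; edgeR adjusted p = 0.0598 over all genes, and 0.000725 over the list), and every knockout library lay below every wild-type library. DESeq2, DESeq2 with transcript length factors and 1 surrogate variable placed it past the threshold, and over the 15 alternatives with all libraries the adjusted p-value ran from 2.73e-06 to 0.515. A gene on the opposite strand overlaps Ptgs1. The other 3 genes, chosen after their values were seen, were Cyp4f18 at -1.16 ± 0.22 (log2, SE), Ephx2 at 0.75 ± 0.15 and Pla2g4a at 0.75 ± 0.16, with edgeR adjusted p-values over all genes of 0.112, 0.128 and 0.137. DESeq2, with or without transcript length factors, placed all 3 past the threshold over all genes. No other alternative that kept all libraries did so for any of them. A set test that allows both directions (fry, mixed) gave an adjusted p of 1.66e-07 for this list and 0.0102 for the adipocyte list, and no other list passed in it. This test was chosen after seeing the data, and the eicosanoid list with knowledge of themes of the study. The value for that list and its 4 genes past the threshold are not independent evidence if the study found the theme in these libraries. The planned score test of the eicosanoid list gave p = 0.632 (exact permutation test). Over the alternatives, the adjusted p-value of the eicosanoid list ran from 1.66e-07 to 0.814.

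**Figure D3:**
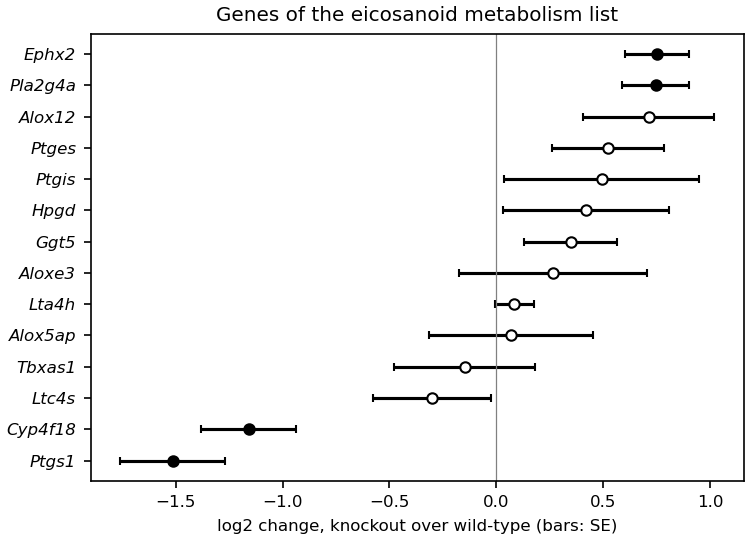
Log2 fold change of knockout over wild-type (x axis, bars are SE) for the 14 tested genes of the eicosanoid metabolism list, from edgeR on 6 knockout and 5 wild-type libraries. Filled points mark the 4 genes past 0.05 when adjusted over the list alone, which lie at both ends, from Ptgs1 at -1.51 to Ephx2 at 0.75.

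Over the 231 tested genes of all lists together, 5 passed the threshold when adjusted over these genes alone, 0 passed over all genes tested, and 46 had an unadjusted p-value under 0.05. In the other 16 lists the member with the smallest p-value did not pass over all genes tested. Among them, Lao1 of the milk protein list had a log2 fold change of -0.55 ± 0.15 (SE; edgeR adjusted p = 0.263), Tgfb3 of the involution list 1.02 ± 0.34 (adjusted p = 0.310) and Lum of the extracellular matrix and fibroblast list 0.61 ± 0.20 (adjusted p = 0.300). In the thermogenic adipocyte list 7 of 8 genes were lower, and 2 passed the threshold when adjusted over the list alone. These were Cox8b, higher at 1.02 ± 0.30 (log2, SE; edgeR adjusted p = 0.269 over all genes) on 0.865 CPM in knockout and 0.426 CPM in wild-type libraries on average, and Cidea, chosen after its values were seen, lower at -0.40 ± 0.12 (adjusted p = 0.274) on 1803 and 2383 CPM. Adipoq of the adipocyte list averaged 47.7 and 36.1 CPM, far below Cidea. Values of whole glands do not show which cells the Cidea transcripts came from, so that its lower value need not concern adipocytes. Adjusted p-values were 0.341 for Lpin1, 0.350 for Cyp51, 0.377 for Vldlr, 0.340 for Derl3, 0.341 for Il7r and 0.369 for Lyz2. They were 0.332 for Ccl21a, 0.366 for Krt5, 0.457 for Mb, 0.360 for Cdh1, 0.717 for Vwf and 0.847 for Hba-a1. Values of Lyz2, Krt5 and Hba-a1 are uncertain, because 32.8%, 12.8% and 75.5% of their 31-base words occur in other genes, and the sequence of Ccl21a was not looked up. Genes on the opposite strand overlap Cyp51, Cd37, Krt5, Mb, Tgfb3, Cidea, Cyp4f18 and Pla2g4a, so that their values are uncertain as well if counting ignored the strand. Zfp949 and Gsn each overlap an annotated gene on the same strand, with whose transcripts they share 0 words.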

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

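All tests in this part were chosen after the results were seen. Single libraries far from the others of their genotype were looked for in 96 sets of values, and 6 were found, where chance alone gives 4.8. No biological explanation was tested for these, since the labels give no difference between animals of one genotype.

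Of the 6 values, 3 concern B cell and lymphoid transcripts in Knockout 1. Its B cell score was 1.48, against -2.42 to -1.43 in the other knockout libraries. Cd37, a B cell gene, was at 2.80 CPM there, against 0.367 to 1.08 CPM, and Ccl21a, which encodes a chemokine of lymph node stroma and lymphatic vessels, was at 2.66 CPM, against 0 to 0.341 CPM. Wild-Type 2, 4 and 5 were high as well, with B cell scores of 3.47, 1.76 and 3.88. They had 337, 157 and 640 counts of Ccl21a, against 3 in Wild-Type 1 and 11 in Wild-Type 3. Lymph node tissue in some dissected glands is a candidate explanation, because the inguinal gland encloses a lymph node. Over the 11 libraries, the B cell score rose with Ccl21a (Pearson r = 0.950, permutation test p = 0.00018; Spearman rho = 0.827, permutation test p = 0.00282, 0.00564 after adjustment over 2 relations). Without the 2 libraries farthest from the median B cell score, r was 0.867. The other 3 tested genes of the lymph node stroma list did not follow the B cell score (Spearman rho = 0.155, permutation test p = 0.654, 0.654 after adjustment; Pearson r = 0.154, permutation test p = 0.660, and 0.314 without the same 2 libraries). These 3 genes, Madcam1, Prox1 and Ltbr, averaged between 2.10 and 25.8 CPM and lie above 3 counts also in the library with the lowest stroma score, so that a small piece of node might add little to them. Node tissue and lymphocytes within the gland therefore cannot be told apart, and a lower number of B cells in knockout glands stays open as a biological explanation of the difference in B cell score between genotypes. Of the 6 tested B cell genes, 3 lay above 3 counts in the library with the lowest score.

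The fatty acid and triglyceride synthesis score of Wild-Type 4 was -0.257, against 0.114 to 0.237 in the other wild-type libraries. A few genes of the list were not the reason, because 11 of its 19 tested genes were lowest in this library among the wild-type libraries. Sequencing depth is not the reason either, since the library had 30427723 reads and lay between the other wild-type libraries. A difference between animals and one in the dissected tissue both stay open and were not tested.

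Cyp51, an enzyme of cholesterol synthesis, was at 40.0 CPM in Knockout 4, against 54.0 to 61.9 CPM in the other knockout libraries. Reads of this gene alone as the cause are argued against, because 11 of the 16 other tested cholesterol synthesis genes were also lowest in this library among the knockout libraries. With 34385159 reads the library was neither the shallowest nor the deepest. The level of the pathway does not set this library apart by itself, since its cholesterol synthesis score of -0.272 lay close to the -0.220 of Knockout 6, where Cyp51 was at 54.0 CPM. A difference between animals or tissue pieces stays open and was not tested, and why Cyp51 in particular was low is not known.

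Gm12248 was at 0.0350 CPM in Wild-Type 1 and at 0 CPM in the other 4 wild-type libraries. This value is 1 count. A single stray read, for instance one carried over from another library, and real expression at a very low level cannot be told apart from 1 count.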

How the results depend on the processing

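The number of genes past the threshold was 7 and lay between 6 and 10 under 12 of the 15 alternatives that kept all libraries. It rose to 146 with DESeq2 and to 137 with DESeq2 and transcript length factors, an alternative chosen after seeing the data, of which 101 genes were among the 146. The cause of the higher count was not tested, although DESeq2 also made more false calls in the single set of counts simulated at each size of change. With the replicate number as a block in edgeR, 0 genes passed and 1030 had an unadjusted p-value under 0.05. The labels name no pairing. Correlations of the deviations of same-numbered libraries from their group means were -0.02, -0.10, 0.19, -0.22 and -0.21. These values show no shared deviation, but they cannot exclude that same-numbered animals were littermates or were handled together. The blocked fit also leaves out Knockout 6 in effect, which has no partner, and spends degrees of freedom on the blocks. In the same blocked comparison of list scores, the thermogenic adipocyte difference changed sign to 0.0308, and 5 differences are too few for any list to pass.

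Across the 11 fits that each left out one library, the count ran from 0 to 28 genes. It was 0 without Knockout 3 (1478 genes at an unadjusted p-value under 0.05) and 0 without Knockout 6 (1319 genes), 2 without Knockout 1 or Wild-Type 3, 13 without Wild-Type 1 or Wild-Type 5, 14 without Wild-Type 4 and 28 without Knockout 2. In the fits without Wild-Type 1, 4 or 5 or without Knockout 2 all 7 genes remained. In the fit without Knockout 3 the adjusted p-values of Zfp949, Dmrt2, Gpx3, Gsn, Ppm1m and Gm8113 were all 0.0585, just above the threshold, and their log2 fold changes kept their direction in every fit. Gm12248 was removed by the filter on low counts in 5 of the 11 fits and by the filter at a mean of 50 counts, because its counts are few.

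For Zfp949, the fits that adjust for transcript length gave 0.37 (edgeR), 0.36 (DESeq2) and 0.60 (limma on the authors' values), none past the threshold. The change of this gene therefore depends on the estimated lengths of its transcripts. Dmrt2 was not past the threshold with voom and sample weights. Of the 35 named genes other than Tsc1, 18 kept their direction and their side of the threshold under every alternative that gave them a value, and 0 of these were among the 7 past the threshold. For 2 of the 18, Cox8b and Il7r, the filter at a mean of 50 counts gave no value. The direction of Hba-a1 reversed without Knockout 5, with log2 fold changes from -0.26 to 0.00626 across the fits that each left out one library. Of the changes of named genes in the fits that kept all libraries, 12 were weaker and 17 stronger, and in the fits that left out a library 23 were weaker and 2 stronger.

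Tsc1 stayed below 0 and far from the threshold, with log2 fold changes from -0.16 to -0.06 over the 15 alternatives and from -0.13 to -0.03 across the fits that each left out one library.

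The number of gene lists past the threshold was 0, except for 9 with camera at a preset correlation and 2 with fry for mixed directions. The former takes genes as nearly independent, and with the correlation estimated from the data 0 lists passed. The adipocyte score kept its direction in all fits, with differences from 0.24 to 0.36 over the alternatives and from 0.22 to 0.34 across the fits that left out a library, where its exact p-value ran from 0.00794 to 0.0857. The B cell difference ran from -2.99 to -2.54 and from -3.47 to -2.01, with exact p-values from 0.0159 to 0.124 in the latter. The median over genes in place of the mean reversed the lymph node stroma difference to 0.0253, a list of 4 tested genes in which Ccl21a at -3.66 carries the mean.

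Lists with small or uneven differences reversed when 1 library was left out. Across these fits skeletal muscle ran from -0.39 (without Knockout 1) to 1.23, eicosanoid metabolism from -0.0591 to 0.106, thermogenic adipocyte from -0.111 to 0.0701, endothelium from -0.0220 to 0.111 and blood from -0.219 to 0.0341. Others moved by more than 1.5 times with their direction kept. The filter on low counts was applied anew in each fit, so that the tested genes of a list could change as well. These shifts therefore need not come from the scores of the left-out library alone. T cells ran from -1.70 without Wild-Type 1 to -0.48 without Wild-Type 5, lymph node stroma reached -1.44 without Wild-Type 1, plasma cells -0.31 without Knockout 5, fatty acid and triglyceride synthesis -0.24 without Wild-Type 4, extracellular matrix and fibroblasts 0.16 without Knockout 2, involution 0.15 without Wild-Type 5, smooth muscle and myoepithelium 0.14 without Wild-Type 2 and cholesterol synthesis 0.06 without Wild-Type 4. Macrophages and ATF4 targets did so as well, from -0.15 to -0.02 and from -0.15 to -0.01.

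The milk protein share was lower in knockout under every alternative, by -3.46 to -3.04 percentage points, and by -3.86 to -2.14 across the fits that left out a library. It passed an unadjusted 0.05 only for the share of the 20 most abundant genes, at -3.46 (exact permutation test, p = 0.0433). With the same-numbered libraries compared as pairs, it was -3.05 (exact sign-flip test, p = 0.25, where 5 pairs allow no p-value under 0.0625). Depth limits the genes with few counts, such as Gm12248 with at most 29 counts and Dmrt2 with as few as 10.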

Other observations

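The tests on the number of genes in other splits of the libraries and on shared reads of the genes past the threshold as a set were fixed before their results were seen, and all other tests in this part were chosen afterwards.

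The number of genes past the threshold was compared with other splits of the libraries into 6 and 5. Of 100 splits, drawn at random and including the real one, 2 gave at least 7 genes in edgeR. Of the 99 other splits, 92 gave 0 genes. The 2 largest counts, 24 and 6, came from splits that nearly follow genotype. The one with 24 set Knockout 2 and the 5 wild-type libraries against the other knockout libraries, and the one with 6 exchanged Knockout 5 for Wild-Type 4. The remaining drawn splits with 1 or 5 wild-type libraries in the group of 6 gave 0 genes, so that nearness to genotype alone did not give a high count. In the 91 splits whose group of 6 held 2 to 4 wild-type libraries, the count was at most 1. With DESeq2, 1 of 40 splits, the real one, gave at least 146 genes. The 39 other splits gave between 0 and 112 genes, with a median of 2. The DESeq2 count thus exceeds those of the drawn splits, although a split with 2 wild-type libraries in its group of 6 gave 112 genes and one with 3 gave 83 with this tool.

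All 7 genes still passed the threshold when the trend over GC content, known for 99.9% of tested genes, or over coding length was removed from each library. Removing the GC trend gave 7 genes, shifted log2 changes by a median of 0.0536 in size over the genes tested and by at most 0.0696 among the 7, and left their adjusted p-values at no more than 0.0304. For coding length these values were 7 genes, 0.0176, 0.0186 and 0.0278. Of the 7 genes, 1 has over 50% of its 31-base words in other genes. This is Gm8113 with 57.0%, so that a change in a near-identical copy and one in Gm8113 cannot be told apart. For Gm12248 the share is 5.97%, and reads from other genes and its own cannot be told apart either, because its counts are few and their place in the transcript is not known. For the other 5 the share is at most 0.883% of whole transcripts. Dmrt2, Gsn and Ppm1m share 0 words, Gpx3 shares 10 and Zfp949 37, wherever these lie in the transcripts. So few words argue against shared reads as the whole cause. A trend over the GC content of whole transcripts, or over coding length, is argued against as the whole cause for all 7. Chance is argued against for the number of genes as a whole. Bias specific to a single gene was not tested. An effect of adipocyte Tsc1 loss on these genes, an effect of the Cre transgene itself and linked differences in ancestry stay open, and the change of Zfp949 fell to 0.37 with the correction for the lengths of its transcripts in each library, so that a shift between its transcripts is not excluded.

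Adipoq and the 2 tested genes beside it, Eif4a2 and Rfc4, chosen after their values were seen, were higher in knockout. They lie next to one another on chromosome 16 between 23107444 and 23158028 (GRCm38). Their log2 fold changes were 0.38 ± 0.08 for Eif4a2, 0.68 ± 0.20 for Rfc4 and 0.40 ± 0.11 for Adipoq (SE; edgeR adjusted p-values over all genes 0.137, 0.270 and 0.263), and every knockout library exceeded every wild-type library for Eif4a2. The next tested genes on either side, Dnajb11 at -0.16 ± 0.10 and St6gal1 at -0.25 ± 0.18, did not rise, although genes on the opposite strand overlap both. Of 12667 runs of 3 consecutive tested genes, 4 had a sum of change over SE at least as large in size, this run included. Knockout mice carry a Cre transgene under Adipoq control, and extra copies of the Adipoq region on that transgene might raise genes of the region together. This cannot be told apart from other explanations here, because the extent of the run was picked from the values and because the transgene is present in the knockout group only. More adipocyte RNA in knockout glands is another candidate explanation. The adipocyte score without Adipoq was 0.26 higher in knockout (exact permutation test, p = 0.0433), less than the change of Adipoq by under 2 of its SEs. 14.9% of the words of Eif4a2 occur in other genes, and Rfc4 overlaps it on the opposite strand.

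Some of the genes with the smallest p-values lie close to one another. Among the 50 genes with the smallest p-values, 13 combinations of 2 genes lay within 2 Mb, for example Gsn, Traf1 and Ptgs1 on chromosome 2, between 34941750 and 36252272, and Zfp949 and Cep162 on chromosome 9, between 87189577 and 88571061. Gsn rose while Traf1 and Ptgs1 fell. Stretches of chromosome of differing ancestry that separate the genotype groups could give such neighbours. Of 100 splits of the libraries, 10 gave at least as many combinations, and the 99 other splits had a median of 5 and a range of 1 to 93, so that this count is not unusual enough to decide. Genotypes at sequence variants were not analysed here.

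Skeletal muscle transcripts differed between libraries far more than between genotypes. The muscle score ran from -3.55 in Wild-Type 3 to 4.80 in Knockout 1, and Myh4, a fast muscle myosin, had 51680 counts in Knockout 1 and between 0 and 2184 in the other libraries. The 17 tested muscle genes held 0.391% of the counts of Knockout 1 (95% Wilson interval 0.389% to 0.393%). Skeletal muscle tissue in some dissected glands is a candidate explanation, as the genes rose and fell together, with a median rank correlation of 0.964 between a gene and the mean of the others, the lowest at 0.673. 14 of the 17 were highest in Knockout 1. None of these genes is on another list, and 10 of the 17 lay above 3 counts in the library with the lowest score. Sequencing depth as the main cause is argued against, since the score did not follow depth over the 11 libraries (Spearman rho = -0.191, permutation test p = 0.576; Pearson r = -0.0371, permutation test p = 0.912, and -0.175 without the 2 libraries farthest from the median depth). The 2 deepest libraries had the lowest and the highest score. A hypothesis that stays open is that muscle attached to the gland was taken along in Knockout 1 in particular; a state of the gland that raises the whole set of muscle genes was not tested.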
